A study of Mus musculus with 12 samples. Its data were reported in "IFN-γ Producing Th1 Cells Induce Different Transcriptional Profiles in Microglia and Astrocytes" (2018).

How the data were processed

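Total RNA of cultured mouse microglia was labelled with Cy3 and hybridised to one-colour Agilent whole mouse genome arrays, 1 sample per array and 4 arrays per slide. The labels place the 12 arrays in 3 groups of 4 (untreated, Th1 supernatant, Th17 supernatant), and the titles name T cell medium for the untreated group and give each group the numbers 12, 13, 14 and 16. The study describes its controls as given T cell medium. The study describes 4 independent experiments, and the numbers are called experiments here. Each array is named by its group and number, as in Th17 13.

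Per the file headers, the authors scanned the arrays and read the images with Agilent Feature Extraction 10.7.3.1. The deposited scanner files hold spot intensity values on a linear scale. The processed signal used here had its background subtracted with spatial detrending, was corrected for trends across the array and was set to a small positive value where it would have fallen lower, and it had not been scaled between arrays. A deposited value table of the same arrays holds log2 values. Its source does not state its scale or centring. Set against the scanner files, it matched log2 processed signal scaled to the 75th percentile of each array and centred on each probe's median over the 12 arrays, with a Pearson correlation across 17112 bright probes of at least 0.99976 on each array and with the sign of the signal. Its column medians ran from -0.226 to 0.18. It served as an alternative only.

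Each array carried 43020 non-control spots for 39429 probes, of which 39030 were printed once and 399 were printed 10 times. Control spots and spots marked as non-uniform, as population outliers or by hand were left out, which removed 103 to 230 spots per array. No spot was saturated. Spots of 1 probe were averaged by the geometric mean, after the study's methods. The values were quantile normalised over the 12 arrays, scaled to a 75th percentile of 1500, set to 15 where lower, and log2 transformed. The interquartile rule of the study's methods for repeated spots was not applied, since most probes here were printed once. A probe was kept where it was well above background on at least 4 of the 12 arrays, which left 24287 probes.

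The scanner files as used here give probe names and transcript accessions but no gene symbols. Accessions were matched without versions to a RefSeq gene table (assembly GRCm38.p6, used for names alone, since the files name another build). A symbol was found for 27234 probes (69.07%) and none for 12195. Each gene was represented by its kept probe of highest mean signal over all arrays, blind to group, which gave 19802 genes, 13953 of them (70.5%) with a symbol. Among the genes considered for naming, 44 had several kept probes. In 1 of these, Kdr, another probe differed in sign by over 2-fold.

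Probes well above background numbered 21486 to 25623 per array (54.54% to 65.04%). The number of arrays limits the precision of every value.

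Groups were compared with limma 3.58.1 in R 4.3.3, with 1 mean per group over all 12 arrays, so that the groups shared 1 estimate of the spread, and with moderated statistics (lmFit, eBayes). P-values were adjusted by Benjamini-Hochberg over all genes of a comparison. A gene was called where the adjusted p was under 0.01 and the change exceeded 2-fold, the thresholds of the study. Log2 fold changes are given with the standard error of this model. A gene that was not well above background on any array of a group has only a bound there. Its change is given as "at least N-fold", from the mean of the brighter group against the mean, over the arrays of the dimmer group, of the higher of the gene's own signal and the lowest signal among probes well above background on that array. Where only some of the 4 arrays of a group were above background, their number is given.

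Gene lists for 33 pathways and cell types were fixed before the data were examined. Each was tested with limma's camera at a preset correlation between genes of 0.01, adjusted by Benjamini-Hochberg over the 33 lists of a comparison at 0.05, and again with the correlation estimated from the data. Calls within a list were also counted after adjustment over the list alone. A list's shift is the median log2 fold change of its measured members. The lists on sterols, G protein signalling, phagosome, chemokines and growth factors follow interests of the study, and their direction is not independent evidence. Other lists also hold genes that the study names from these samples. Examples are Cxcl9, Gbp6, Gbp2 and Irf1 (interferon-gamma), Sectm1a (co-stimulation) and Tlr12 (pattern recognition). The shifts of such lists are therefore not wholly independent evidence. The rule for the genes that the text names was fixed at the same time. It takes, per comparison, the 10 largest rises and 10 largest falls among called genes with a symbol that were above background on all 4 arrays of the brighter group and changed in the same direction in all 4 pairs of equal number, or the 5 genes of smallest p where none was called. It further takes, for each list described, the 2 called members of largest rise and the 2 of largest fall, or the 2 members of highest mean signal where none was called. It also takes genes that the study's text names for microglia, which the study chose on these samples, so that their values are not independent evidence. A few genes that the rule takes are left out of the text. Genes outside this rule are marked as chosen after their values were seen.

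The numbers were checked for pairing before any comparison of calls. Deviations from the group means correlated at 0.244 to 0.633 between arrays of equal number and at -0.421 to 0.123 between arrays of different number, and 12 of 12 arrays correlated best with arrays of their own number. The numbers were therefore treated as pairing the arrays in a fit with a replicate block. The study's methods state no such block, so the comparisons reported are those without it. The correlation between genes in camera was likewise estimated without the block, so shifts shared by arrays of equal number can enter it. How far this changed the lists that passed was not tested. The 12 arrays lay on 3 slides. Slides 1 and 2 were scanned on 1 day and slide 3 on another, so slide also covers scan day. Each slide held arrays of all 3 groups, so each comparison was also fitted with slide as a block and taken within each slide. Slide 1 held untreated 12, Th1 12, Th17 12 and untreated 13. Slide 2 held Th1 13, Th17 13, untreated 14 and Th1 14. Slide 3 held Th17 14, untreated 16, Th1 16 and Th17 16. Values within a slide therefore partly compare arrays of different number, and can carry differences between experiments.

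Alternatives to the processing were scaling without quantile normalisation, normexp background correction of the median spot signals (offset 50), no floor, a floor of 50, no filter on dim probes, a filter at 8 arrays, every probe tested by itself, the replicate block, only the 8 arrays of the groups compared, an intensity trend in the variance, the value table, the slide block and leaving out each array in turn. Comparisons that share the untreated arrays were set beside 100 simulations of unchanged groups, and beside splits of the untreated arrays. The limma and camera steps were tested on data simulated from the means and spreads of 19740 genes. For Th1 against untreated, 80%, 90%, 96% and 100% of 50 genes each were recovered at 2.5-, 4-, 8- and 32-fold. For Th17 against untreated, the shares were 74%, 90%, 98% and 100%. None of 19520 unchanged genes was called in either. The recovered shares were not split by signal level, so they give no recovery rate for genes near the floor. The simulated genes varied independently of each other, so the simulation gives no error rate for the list test. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.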

Results

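Primary mouse microglia, the resident macrophages of the brain, were harvested from mixed glial cultures and exposed to the supernatant of a Th1 or a Th17 culture, that is, to what these helper T cells release into their medium. Controls received the T cell medium alone and are called untreated here, as in the sample labels. Transcripts were measured on 12 arrays, 4 per group, from experiments 12, 13, 14 and 16. On average 61.37% ± 2.92 of the probes were well above background in untreated microglia, 57.94% ± 2.8 after Th1 supernatant and 59.27% ± 2.39 after Th17 supernatant (SD, n = 4 arrays). The 75th percentile of the processed signal before scaling ran from 1292.7 to 2417.2 intensity units, with the highest value on Th17 13. Changes below are log2 fold changes ± SE of the limma fit.

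The 4 Th1 arrays stood apart from all 8 other arrays along the first principal component, which held 70.3% of the variance. They lay between 86 and 111.9 on it, the untreated arrays between -59.3 and -48.2, and the Th17 arrays at -59.1, -29.7, -46.9 and -52.8 for experiments 12, 13, 14 and 16. The second component held 8.9% of the variance, and untreated 14 lay highest on it at 59.9. Across genes, untreated and Th17 arrays correlated at 0.9801 to 0.9961, and untreated and Th1 arrays at 0.9323 to 0.9534. Genes are not independent replicates, so these are descriptions of the arrays.

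**Figure D1:**
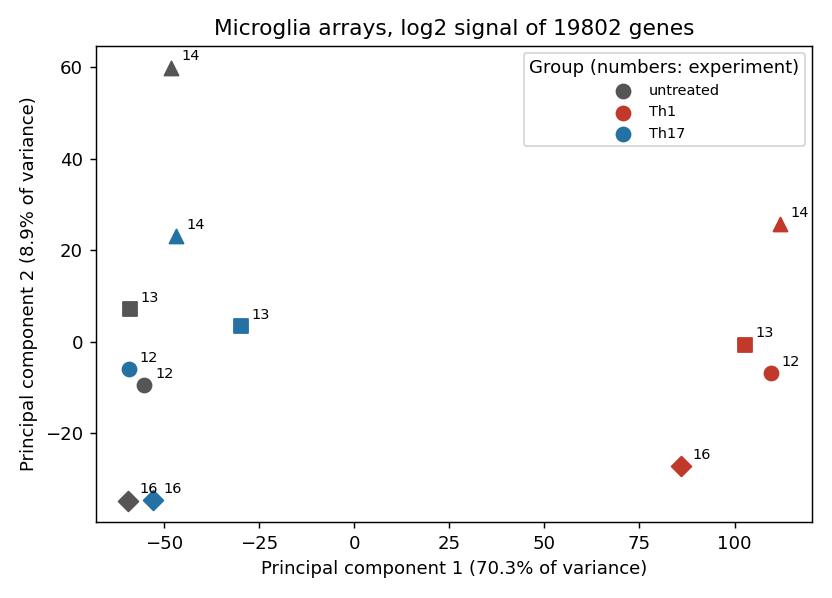
Scores of the 12 arrays on the first and second principal components of log2 signal over 19802 genes. Each point is 1 array, colour gives the group and the number is the experiment, and the 4 Th1 arrays lie at 86 to 111.9 on the first component, with the other arrays at -59.3 to -29.7.

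The first comparison asks which microglial transcripts differ after exposure to factors from Th1 cells. Microglia given Th1 supernatant held far more transcript of interferon-induced genes, of antigen presentation genes and of several chemokines than untreated microglia, and less of many genes typical of resting microglia, of cholesterol synthesis and of cell division. With an estimated correlation, the lists of these 3 groups did not pass (adjusted p = 0.309, 0.375 and 0.375), nor did type I interferon (0.259), MHC class I (0.159) and MHC class II (0.117), while interferon-gamma did (0.0409). The chemokine list passed in neither form (adjusted p = 0.0586 and 0.309). All 27 measured members of the interferon-gamma response list rose, by a median of 7.04 (6.51 to 7.52 over the 4 pairs of equal number). Cxcl9, a chemokine that attracts T cells, rose by 11.63 ± 1.83, and Gbp4, a guanylate-binding GTPase of host defence, by 11.15 ± 0.65 (n = 4 arrays per group, here and below). Further members were Gbp6 at 9.83 ± 0.65, Tgtp2 at 9.69 ± 1.03, Gbp2 at 8.84 ± 0.75, Ifi47 at 6.73 ± 0.63, the T cell inhibitory ligand Cd274 at 5.40 ± 0.23 and the transcription factor Irf1 at 4.34 ± 0.25. Of the members given here, all but Gbp4 are named by the study from these samples, so the list is not wholly independent evidence. The list passed camera with an adjusted p of 4.68e-24 (adjusted p = 0.0409 with an estimated correlation), and its median within slides 1, 2 and 3 was 7.26, 6.81 and 6.97. Of the type I interferon response list, 26 of 28 members rose and none fell, with a median of 3.72. The antiviral genes Oasl1 and Oas3 rose by 7.59 ± 0.97 and 6.72 ± 0.79. This list passed at an adjusted p of 2.23e-13, with adjusted p = 0.259 under an estimated correlation, and its median within slides 1, 2 and 3 was 4.15, 2.65 and 4.99.

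Several large rises lay outside the interferon lists. The chemokine Ccl8 rose by 10.42 ± 0.97, the phospholipase-like Plbd1 by 10.59 ± 0.53, the surface protein Ly6a by 10.12 ± 0.83, the serine protease inhibitor Serpina3f by 10.09 ± 0.72, the interleukin-12 receptor subunit Il12rb1 by 9.95 ± 0.36, the pattern receptor Tlr12 by 9.56 ± 0.62 and the organic anion transporter Slco3a1 by 7.47 ± 0.18 (9.72 by its other probe). Their adjusted p ran from 2.42e-10 for Slco3a1 to 7.85e-06 for Ccl8. Some of these genes were well above background on only part of the 4 untreated arrays, namely Gbp4 and Ly6a on 1, Cxcl9, Plbd1 and Serpina3f on 2, and Il12rb1, Gbp6 and Tlr12 on 3. Of the genes that open this paragraph, all but Serpina3f are named by the study from these samples and are not independent evidence.

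Antigen presentation rose in both arms. Of the MHC class I list, 15 of 19 members rose and none fell (median 2.03), with the peptide transporter Tap1 at 4.28 ± 0.35 and the transactivator Nlrc5 at 3.65 ± 0.32. Of the MHC class II list, 8 of 11 rose over all genes and 9 adjusted over the list alone, with a median of 4.09. The count adjusted over the list alone is given below only where it differs from that over all genes. The class II chain genes H2-Aa and H2-Eb1 rose by 6.86 ± 0.73 (above background on 2 of 4 untreated arrays) and 5.89 ± 0.60. Of the co-stimulation and adhesion list, 12 of 19 rose and 3 fell (median 2.81). The co-stimulatory receptor Cd40 rose by 8.13 ± 0.48, Sectm1a by 6.78 ± 0.32 (above background on 2 of 4 untreated arrays) and the adhesion molecule Icam1 by 2.69 ± 0.28, while Cd83 fell by 1.54 ± 0.18 and Icosl by 1.33 ± 0.31. The lists passed with adjusted p of 4.15e-11 for class I, 4.4e-06 for class II and 3.46e-05 for co-stimulation, against adjusted p = 0.159, 0.117 and 0.11 with an estimated correlation. Their medians within slides 1, 2 and 3 were 2.2, 2.03 and 2.13 for class I, 3.95, 4.38 and 3.56 for class II and 3.43, 1.94 and 3.03 for co-stimulation. Icosl was not called without Th1 12 (adjusted p = 0.0139), untreated 13 (0.0132), Th1 14 (0.0115) or Th1 16 (0.0147).

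Chemokine genes went both ways. Of 21 measured chemokines, 8 rose and 4 fell, or 9 and 5 adjusted over the list alone, and the list did not pass (median 0.78, adjusted p = 0.0586). Ccl24 rose by 8.35 ± 0.32, Cxcl10 by 6.82 ± 1.09, Ccl5 by 6.68 ± 1.05 and Ccl2 by 4.67 ± 0.80. The neutrophil attractant Cxcl1 fell by 4.19 ± 0.88 (above background on 1 of 4 Th1 arrays) and Cxcl14 by 3.62 ± 0.26. Ccl6 differed by 1.52 ± 0.44 and Cx3cl1 by -1.27 ± 0.44, with adjusted p of 0.0146 and 0.0364. Both were called with experiment as a block (adjusted p = 0.000242 and 0.00645), Ccl6 also with slide as a block and without Th1 13 (0.0047) and Cx3cl1 without Th1 14 (0.00728). The chemokine list passed without Th1 13 (adjusted p = 0.0402) and without untreated 16 (0.0432), and the study chose its theme on these samples. Of 13 chemokine receptors, 4 rose and 6 fell (median -0.39, adjusted p = 0.6). Ccr1 rose by 4.33 ± 0.34 (above background on 2 of 4 untreated arrays) and the formyl peptide receptor Fpr2 by 3.41 ± 0.67, while the fractalkine receptor Cx3cr1 fell by 6.31 ± 0.70 and Cxcr4 by 4.72 ± 0.53.

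Of 21 cytokines and inflammatory mediators, 13 rose (14 adjusted over the list alone) and none fell, with a median of 2.26. The death ligand Tnfsf10 rose by 7.77 ± 0.69 (above background on 1 of 4 untreated arrays), the prostaglandin synthase Ptgs2 by 6.16 ± 1.07 and the nitric oxide synthase Nos2 by 5.0 ± 0.32. Il6 differed by 0.90 ± 0.75 (adjusted p = 0.352) and was above background on 3 Th1 arrays and on untreated 14 alone. The Il6 difference was 1.65 without untreated 14 (adjusted p = 0.0415), 0.28 without Th1 14, 1.41 without Th1 16, 0.13 with a floor of 50 and 2.06 with no floor, and Il6 was not called in any of these. This list passed at an adjusted p of 7.57e-07, with adjusted p = 0.11 under an estimated correlation, and its score on untreated 14 was 9.51 against 8.42 to 8.61 on the other untreated arrays. Of 13 genes of itaconate, tryptophan and arginine metabolism, 10 rose and none fell (median 3.69, or 3.47 with bounds in place of unmeasured levels). Acod1, which makes itaconate, rose by 6.56 ± 0.65. The list passed at an adjusted p of 6.85e-07 (adjusted p = 0.0161 with an estimated correlation). The cytokines had medians of 2.52, 1.98 and 1.69 within slides 1, 2 and 3 and the metabolic list of 3.68, 3.83 and 3.36.

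More genes typical of resting microglia fell than rose. Of the 32 measured members of the homeostatic list, 14 fell and 4 rose (median -0.73). The organic anion transporter Slco2b1 was at least 122-fold lower (adjusted p = 5.38e-07), the oxysterol receptor Gpr183 fell by 6.80 ± 0.23 (above background on 1 of 4 Th1 arrays) and Cx3cr1 fell as given above, while the adenosine receptor Adora3 and the nucleotide receptor P2ry13 rose by 3.21 ± 0.30 and 2.75 ± 0.32. Among other falls, the prostaglandin-degrading Hpgd fell by 6.84 ± 0.68, Cmbl was at least 67.5-fold lower (adjusted p = 2.86e-08), the Wnt antagonist Dkk2 fell by 6.09 ± 0.57, the adaptor Stap1 by 6.02 ± 0.31, Asb10 by 5.93 ± 0.31, Mamdc2 by 5.85 ± 0.56 and Mctp1 by 5.6 ± 0.27. Of the 4 Th1 arrays, Dkk2 was above background on 1, Asb10 and Mctp1 on 2 and Mamdc2 on 3. Of 20 cholesterol synthesis genes, 13 fell (15 adjusted over the list alone) and none rose, with a median of -2.02. Squalene epoxidase, Sqle, fell by 4.78 ± 0.55. Of 31 genes of S phase and mitosis, 19 fell (20 adjusted over the list alone) and none rose (median -1.32), with the cyclin Ccnb2 at -2.80 ± 0.31 and the mitotic kinase Plk1 at -2.72 ± 0.39. The adjusted p was 0.00415 for the homeostatic, 2.02e-05 for the cholesterol and 1.27e-06 for the cell cycle list, against adjusted p = 0.309, 0.375 and 0.375 with an estimated correlation. The medians within slides 1, 2 and 3 were -0.69, -0.97 and -0.55 for homeostatic genes, -2.19, -1.33 and -2.42 for cholesterol genes and -1.25, -1.2 and -1.51 for cell cycle genes. The cholesterol theme was chosen by the study on these samples and is not independent evidence.

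Genes listed as targets of other cytokines also rose, and whether they responded to those cytokines was not tested. Of the interleukin-4 list, Chil3, Chil4, Retnla, Ccl22 and Alox15 were on the array but were not kept by the filter. Of 11 interleukin-4 and STAT6 targets, 7 rose and none fell (median 4.25, adjusted p = 1.24e-05, and adjusted p = 0.0302 with an estimated correlation), led by Ccl24 and by the signalling inhibitor Socs1 at 8.09 ± 0.41. Of 12 GM-CSF and STAT5 targets, 7 rose and 1 fell (median 2.28, adjusted p = 0.000597, and adjusted p = 0.0409 with an estimated correlation). The inhibitors Cish and Socs3 rose by 5.88 ± 0.76 (above background on 3 of 4 untreated arrays) and 5.50 ± 0.36, and Myc fell by 2.05 ± 0.45. Within slides 1, 2 and 3 the medians were 3.82, 4.52 and 3.84 for the first and 2.25, 1.51 and 1.54 for the second list. Of 13 interleukin-17 targets, 3 rose and 1 fell, or 3 and 2 adjusted over the list alone, and the list did not pass (median 0.28, adjusted p = 0.267). Ccl7 rose by 6.34 ± 0.89 and the collagenase Mmp13 by 4.78 ± 0.60, while Cxcl1 fell. Myc was not called without untreated 13 (adjusted p = 0.0115) or untreated 16 (0.0111).

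Phagocytic receptors and regulators of G protein signalling changed in both directions. Of 22 genes of the phagocytic list, 8 rose and 4 fell (median 0.64, adjusted p = 0.0111, and adjusted p = 0.11 with an estimated correlation), and within slides 1, 2 and 3 the median was 0.56, 0.8 and 0.77. The IgG receptor Fcgr4 rose by 5.48 ± 0.37, the phosphatidylserine receptor Timd4 was at least 24.2-fold higher and the receptor kinase Mertk rose by 2.29 ± 0.17, with the lipopolysaccharide co-receptor Cd14 at -3.28 ± 0.38 and the Mertk ligand Gas6 at -2.77 ± 0.16. Of 27 genes of G protein signalling and cAMP, 9 rose and 11 fell. The median was -0.5 and the mean 0.01, and the list did not pass in the downward direction that camera gave (adjusted p = 0.733). The serotonin receptor Htr7 was at least 46-fold higher and the adenylate cyclase Adcy4 rose by 5.32 ± 0.33 (above background on 2 of 4 untreated arrays). The sphingosine phosphate receptor S1pr1 fell by 4.87 ± 0.30, the phosphodiesterase Pde1c was at least 6.96-fold lower, Rgs10 fell by 1.37 ± 0.16 and Rgs18 was at least 4.52-fold lower. Both themes were chosen by the study on these samples and are not independent evidence. Rgs18 was not called with a floor of 50 (adjusted p = 0.103).

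Markers of other cells showed no common direction. None of the 8 lists in this paragraph passed. Of 9 perivascular and meningeal macrophage markers, 2 rose and 5 fell (median -1.02, adjusted p = 0.337), with Clec10a at 2.73 ± 0.51, Siglec1 at 1.01 ± 0.23, F13a1 at least 4.93-fold lower and Ms4a7 at -1.42 ± 0.22. Of 7 monocyte and granulocyte markers, 2 rose and 1 fell (median 0.48, adjusted p = 0.175), with Ly6c1 at 8.85 ± 0.93 (0.77 by its other probe) and Elane at -1.15 ± 0.19. Of 10 T cell markers, 1 rose and 2 fell (median -0.51, adjusted p = 0.337), with Lck at 2.35 ± 0.25, Cd28 at -5.28 ± 0.48 and Cd5 at -1.30 ± 0.15. Of 10 astrocyte markers, 1 fell, Fabp7 at -2.24 ± 0.35 (median 0.09, mean -0.39, adjusted p = 0.888 in the downward direction), and 1 rose and 3 fell with experiment as a block. Of 11 oligodendrocyte lineage markers, 2 rose and 2 fell (median 0.27, mean -0.17, adjusted p = 0.6 in the upward direction), with Mag at 2.06 ± 0.16, Cnp at 1.67 ± 0.20, Cspg4 at -4.24 ± 0.24 and Mbp at -1.60 ± 0.29. Of 7 neuron markers, Syn1 rose by 1.78 ± 0.37 and Rbfox3 was at least 3.85-fold lower (median -0.59, adjusted p = 0.6). None of 6 fibroblast and mural markers was called (median -0.1, mean 0.07, adjusted p = 0.78 in the upward direction), and Tagln and Postn differed by 0.24 ± 0.23 and 1.52 ± 0.62. Of 7 endothelial markers, 2 rose, Ly6c1 by 1 of its 2 probes as above and Vwf by 3.79 ± 0.54 (median 0.94, adjusted p = 0.0534).

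The astrocyte list's score on untreated 14 was 8.95, against 7.08 to 7.39 on the other untreated arrays, and 7 of its 10 markers were higher on each of the 3 arrays of experiment 14 than on every other array of the same group. The endothelial list passed with experiment as a block (adjusted p = 0.0305), and without untreated 13 (0.0376), untreated 14 (0.0385) or Th1 14 (0.046). Siglec1 was not called without untreated 12 (adjusted p = 0.0133), Th1 12 (0.0131), untreated 13 (0.012) or Th1 13 (0.0103), nor with slide as a block. F13a1 was not called without Th1 12 (adjusted p = 0.0109), Th1 13 (0.0104), Th1 14 (0.0104) or untreated 16 (0.0111). Postn was called without untreated 16 (adjusted p = 0.00882).

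Other processing also ended calls named above. A floor of 50 ended those of Cxcl1 (adjusted p = 0.0178), F13a1 (0.111) and Rbfox3 (0.0192), beside Rgs18. With no filter on dim probes, Icosl (adjusted p = 0.0157), Cxcl1 (0.0101), Myc (0.0123), Siglec1 (0.0114) and F13a1 (0.0127) were not called, nor was Myc with only the 8 arrays of the 2 groups (0.0103). Siglec1 and Elane fell just short of 2-fold with scaling in place of quantile normalisation and in the value table, while Ccl6 was called in both (adjusted p = 0.00523 and 0.00567). The endothelial list passed with a floor of 50 (adjusted p = 0.0407) and with experiment 14 left out (0.0313). Another kept probe gave a change over 1 log2 unit away for Il12rb1 (6.03), Tgtp2 (6.08), Gbp6 (8.6), Nlrc5 (1.89), Slco2b1 (-5.72), Asb10 (-3.71), Mctp1 (-3.49) and Pde1c (-2.27), in the same direction.

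In all, 3044 of 19802 genes were called in Th1 against untreated microglia, 1484 higher and 1560 lower. The change exceeded 8-fold for 378 of the higher and 166 of the lower genes, and 64-fold for 88 and 9. Of the higher genes, 98 were not above background on any untreated array, and 144 of the lower genes on no Th1 array. With slide as a block 3101 genes were called, 2909 of them among the 3044, and with experiment 14 left out, a setting added after the data were seen, 2809 genes were called, 2606 of them shared. Of the 33 lists, 14 passed as higher and 3 as lower, all 17 with the same sign within each of the 3 slides, and 17 lists passed with slide as a block. With an estimated correlation, 5 of them passed.

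**Figure D2:**
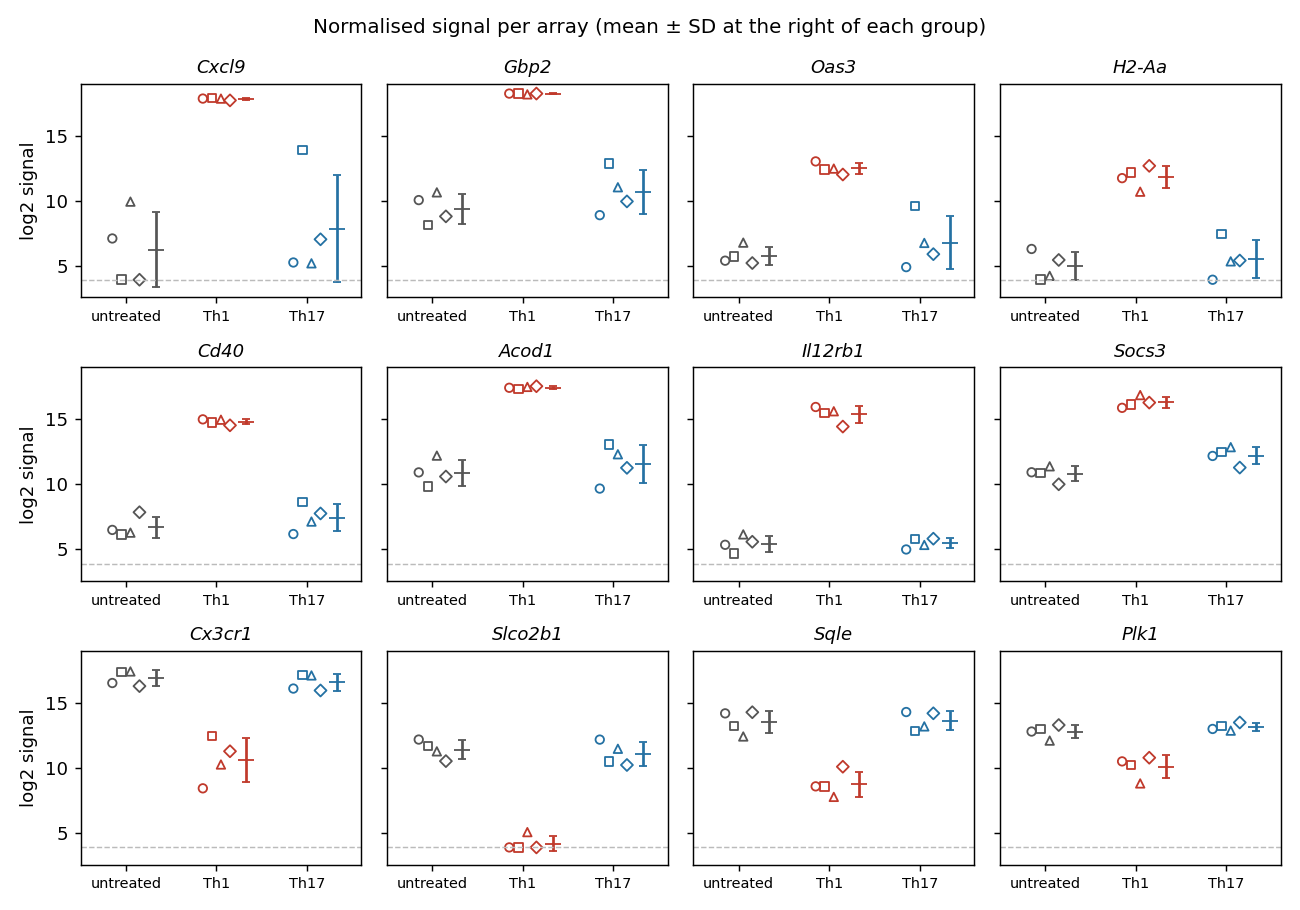
Normalised log2 signal of 12 genes on each array, with the mean ± SD of the 4 arrays of a group beside the points. Symbols mark the experiment as in the legend of the list plot, the dashed line is the floor of the values, and the Th1 arrays lie apart from the others for each gene, with Cxcl9 at a log2 change of 11.63 and Cx3cr1 at -6.31 against untreated.

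The second comparison asks whether factors from Th17 cells change microglial transcripts. Interferon-gamma response genes were higher in Th17 than in untreated arrays by a median of 0.53, and this came with array Th17 13, on which they were 1.73 higher than on untreated 13, against -0.01, 0 and 0.2 in experiments 12, 14 and 16. Targets of interleukin-4 and STAT6 were higher by 0.44, with 0.23, 0.72, 0.18 and 0.33 in experiments 12, 13, 14 and 16, and targets of GM-CSF and STAT5 by 0.25, with 0.23, 0.27, 0.23 and 0.25. Interleukin-17 targets were not shifted in common (median -0.17, adjusted p = 0.684). No single gene was called by limma, and the smallest adjusted p was 0.603. At an unadjusted p under 0.05 there were 325 genes, 600 with slide as a block and 1019 with experiment as a block, where 990 of the 19802 would be expected by chance. No gene was called with either block.

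Of the 33 lists, 9 passed as higher and 1 as lower. The interferon-gamma list passed at an adjusted p of 8.15e-08, with adjusted p = 0.289 under an estimated correlation. Its brightest members Irf1 and Irf8 differed by 0.68 ± 0.25 and -0.08 ± 0.12. Within slides 1, 2 and 3 its median was 0, 1.03 and 0.64, and without Th17 13 it was 0.08 (adjusted p = 0.0196), or 0.11 with experiment as a block as well (adjusted p = 0.0675, a setting added after the data were seen), where the list did not pass. Slide 2 sets Th17 13 against untreated 14, and slide 3 sets Th17 14 and Th17 16 against untreated 16. The value of slide 3 is thus no separate shift, as the pairs of experiments 14 and 16 gave 0 and 0.2. The type I interferon list (median 0.47, adjusted p = 5.46e-06, and adjusted p = 0.617 with an estimated correlation) lay at -0.49, 0.77 and 1.02 within the slides, and Ifitm3 and Bst2 differed by 0.51 ± 0.52 and 0.32 ± 0.34. In the pairs of experiments 12, 13, 14 and 16, this list lay at -0.29, 1.78, 0.05 and 0.37. It did not pass without Th17 13 (median 0.04, adjusted p = 0.845) or untreated 16 (0.2, adjusted p = 0.161). The MHC class I list (median 0.30, adjusted p = 1.33e-06, and adjusted p = 0.356 with an estimated correlation) lay at -0.07, 0.96 and 0.32 within the slides, with B2m at 0.14 ± 0.15 and H2-K1 at 0.25 ± 0.20. It did not pass without Th17 13 (median 0.08, adjusted p = 0.102).

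The lists of GM-CSF and STAT5 targets, interleukin-4 and STAT6 targets and perivascular and meningeal macrophage markers passed with both forms of camera. Their adjusted p was 0.000444, 0.000119 and 0.000827, and 0.0417 for each with an estimated correlation. The 3 lists share Mrc1, the mannose receptor, which differed by 0.85 ± 0.34. Within slides 1, 2 and 3 the medians were 0.48, 0.12 and 0.32 for GM-CSF, 0.48, 0.1 and 0.49 for interleukin-4 and 0.4, 0.49 and 0.24 for the macrophage markers. With slide as a block the adjusted p was 0.0116, 0.00152 and 0.000569. Of their brightest members, the shared GM-CSF receptor subunit Csf2rb differed by 0.25 ± 0.17, the survival factor Bcl2l1 by 0.22 ± 0.29, the transglutaminase Tgm2 by 0.24 ± 0.32, the platelet factor Pf4 by 0.39 ± 0.22 and Ms4a7 by -0.01 ± 0.22. The inhibitors Socs3 at 1.41 and Cish at 1.27, the interleukin-4 receptor Il4ra at 0.99 and the lectin Clec10a at 0.89 had the same sign in all 4 pairs, and these 4 genes were chosen after their values were seen.

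The other 4 passing lists lost their call with 1 array left out or with an estimated correlation. Chemokines (median 0.33, adjusted p = 0.00516, and adjusted p = 0.231 with an estimated correlation) lay at -0.15, 0.28 and 0.44 within slides 1, 2 and 3 and did not pass without Th17 13 (adjusted p = 0.102). Ccl4 and Ccl9 differed by 0.28 ± 0.29 and 0.33 ± 0.31. The phagocytic list (median 0.07, adjusted p = 0.00634, and adjusted p = 0.103 with an estimated correlation) lay at 0.01, 0.07 and 0.22 and did not pass without untreated 16 (0.141), with Lamp1 at -0.03 ± 0.08 and Tyrobp at -0.01 ± 0.09. Both themes were chosen by the study on these samples. S phase and mitosis genes (median 0.23, adjusted p = 0.000827, and adjusted p = 0.737 with an estimated correlation) lay at -0.03, 1.12 and -0.29 and did not pass without Th17 13 (0.144), untreated 14 (0.774) or Th17 16 (0.0746), with Pcna at 0.10 ± 0.12 and Mcm6 at 0.11 ± 0.24. T cell markers (median -0.20, adjusted p = 0.0055, and adjusted p = 0.0744 with an estimated correlation) lay at -0.09, -0.36 and -0.06 and did not pass without Th17 13 (0.102) or untreated 16 (0.098), with Cd4 at -0.08 ± 0.14 and Cd3e at -0.21 ± 0.20. Of the interleukin-17 targets, Saa3 and Cebpb differed by 1.20 ± 0.61 and -0.13 ± 0.24.

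The genes of smallest p in this comparison were Nxpe5 at 2.61 ± 0.40 (adjusted p = 0.603), the cytokine receptor kinase Jak3 at 0.66 ± 0.12 (0.694), the protease Ctse at -1.06 ± 0.20 (0.907, above background on 3 of 4 Th17 arrays) and 2 transcripts without a symbol at -1.02 ± 0.17 (0.603) and -1.56 ± 0.27 (0.613, above background on 2 of 4 Th17 arrays). The homeostatic genes Cst3 and Csf1r differed by -0.11 ± 0.11 and 0.05 ± 0.12, and the cholesterol synthesis genes Ebp and Msmo1 by 0.08 ± 0.09 and 0.00 ± 0.37. Those lists had medians of -0.13 and 0.09 and adjusted p of 0.104 and 0.377, and without single arrays their calls changed. The homeostatic list passed without Th17 12 (adjusted p = 0.0328), Th17 14 (0.013) or untreated 16 (0.00513), and the cholesterol list without untreated 12 (0.00667), Th17 13 (0.000534), Th17 14 (0.0405) or untreated 16 (0.0125). The number of passing lists lay between 6 without Th17 13 and 17 without untreated 14.

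**Figure D3:**
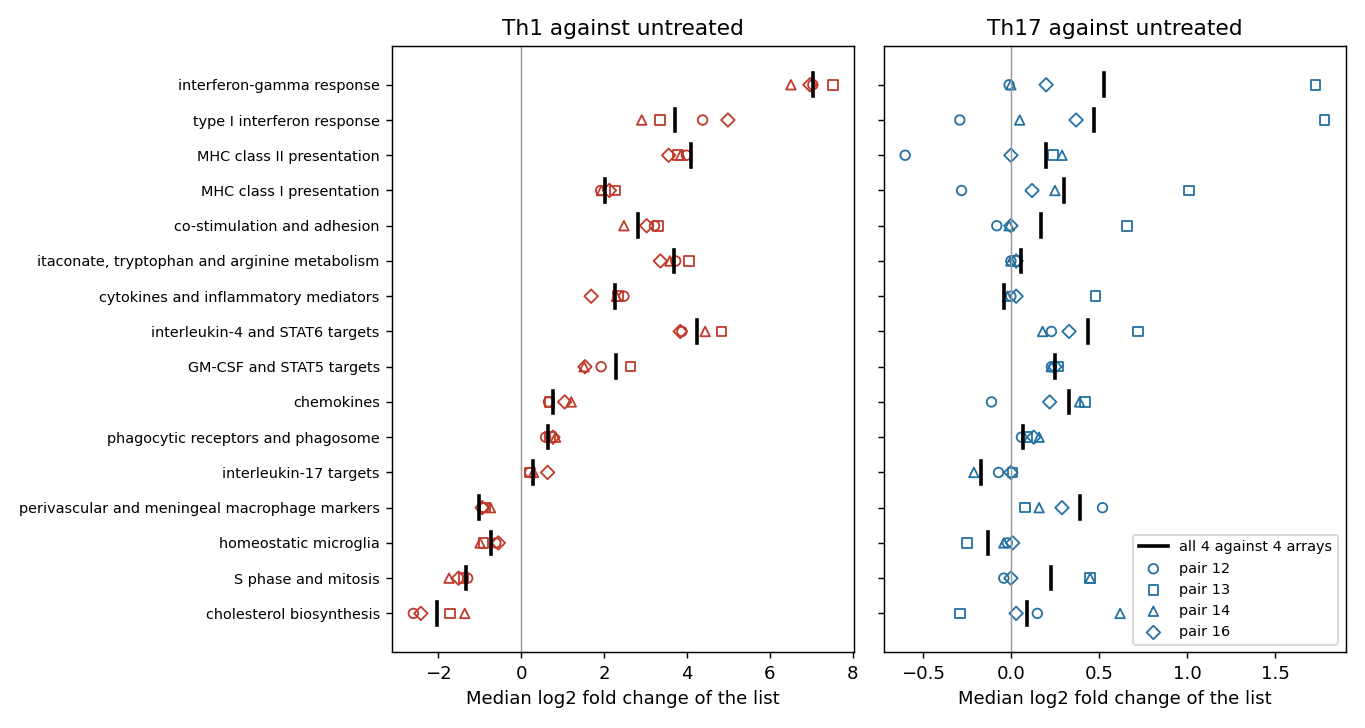
Median log2 fold change of 16 gene lists against untreated, for Th1 on the left and Th17 on the right, on different scales. Open symbols are the 4 pairs of equal number and black bars the median from all arrays, and in the right panel the pair 13 lies at 1.73 for the interferon-gamma list while the other pairs lie at -0.01, 0 and 0.2.

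The third comparison asks how microglia differ between the 2 supernatants. Interferon response and MHC class II genes were higher after Th1 than after Th17 supernatant, and many genes of cholesterol synthesis and cell division were lower. None of these lists passed with an estimated correlation, as given with each below. All 27 interferon-gamma response genes were higher after Th1 than after Th17 supernatant, by a median of 6.54, or 6.47 with bounds in place of unmeasured levels. Gbp4 was higher by 10.46 ± 0.65 (above background on 1 of 4 Th17 arrays), Cxcl9 by 10.01 ± 1.83, Gbp6 by 8.78 ± 0.65 and Tgtp2 by 8.47 ± 1.03. Il12rb1 was higher by 9.90 ± 0.36, Plbd1 by 9.78 ± 0.53 (above background on 3 of 4 Th17 arrays), Serpina3f by 9.26 ± 0.72 (1 of 4), the actin-binding Cnn3 by 9.18 ± 0.65, Ly6a by 9.14 ± 0.83 (2 of 4) and Enpp2, which makes lysophosphatidic acid, by 8.67 ± 0.52 (3 of 4). Of 28 type I interferon genes 26 were higher (median 3.19), with Oasl1 at 7.18 ± 0.97 and Ifi44 at 6.18 ± 0.66 (above background on 1 of 4 Th17 arrays), and of 11 class II genes 9 were higher (median 3.76), with H2-Aa at 6.31 ± 0.73 (2 of 4) and H2-Eb1 at 5.35 ± 0.60. The camera adjusted p was 2.41e-23, 6.47e-12 and 2.7e-06 for these 3 lists, against adjusted p = 0.0511, 0.277 and 0.122 with an estimated correlation. Within slides 1, 2 and 3 the medians were 7.06, 5.1 and 6.71 for interferon-gamma, 4.67, 1.89 and 3.25 for type I interferon and 4.44, 2.89 and 3.68 for class II.

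Lower after Th1 than after Th17 supernatant were Slco2b1, at least 97.2-fold, Cmbl, at least 63.9-fold, Gpr183 at -6.55 ± 0.23, Hpgd at -6.21 ± 0.68, Cx3cr1 at -5.98 ± 0.70, Stap1 at -5.74 ± 0.31, the integrin Itgb3 at -5.56 ± 0.61 (against untreated -5.44, and -1.46 by its other probe), Asb10 at -5.37 ± 0.31, Mctp1 at -5.25 ± 0.27 and Dkk2 at -5.20 ± 0.57. Of the 4 Th1 arrays, Gpr183 and Dkk2 were above background on 1, and Itgb3, Asb10 and Mctp1 on 2. Of 32 homeostatic genes 12 were lower (13 adjusted over the list alone) and 4 higher, among them Adora3 at 3.1 ± 0.30 and P2ry13 at 2.62 ± 0.32 (median -0.65, adjusted p = 0.00704, and adjusted p = 0.355 with an estimated correlation). Of 20 cholesterol synthesis genes 13 were lower (14 adjusted over the list alone), with Sqle at -4.88 ± 0.55 (median -2.11, adjusted p = 4.43e-06, and adjusted p = 0.37 with an estimated correlation). Of 31 genes of S phase and mitosis 21 were lower, or 22 lower and 1 higher adjusted over the list alone, with Mki67 at -3.07 ± 0.31 and Plk1 at -3.06 ± 0.39 (median -1.52, adjusted p = 4.47e-08, and adjusted p = 0.37 with an estimated correlation). On slides 1, 2 and 3 taken singly, the medians were -0.7, -0.52 and -0.52 for homeostatic, -2.79, -1.34 and -1.82 for cholesterol and -1.09, -2.25 and -1.16 for cell cycle genes.

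Of the metabolic genes, 10 of 13 were higher after Th1 supernatant (median 3.62, or 3.26 with bounds, adjusted p = 8.29e-07, and adjusted p = 0.0186 with an estimated correlation), with Acod1 at 5.87 ± 0.65 and Nos2 at 5.16 ± 0.32. Of 11 interleukin-4 and STAT6 targets, 6 were higher, or 7 higher and 1 lower adjusted over the list alone (median 4.46, adjusted p = 0.000137, and adjusted p = 0.0511 with an estimated correlation), with Ccl24 at 8.0 ± 0.32 and Socs1 at 7.65 ± 0.41. Their medians within slides 1, 2 and 3 were 3.73, 3.61 and 3.36 for the metabolic and 3.88, 3.69 and 4.33 for the interleukin-4 list. Endothelial markers passed here (2 of 7 higher, median 0.96, adjusted p = 0.0323, and adjusted p = 0.131 with an estimated correlation), with Ly6c1 at 7.49 ± 0.93 and Vwf at 3.76 ± 0.54, and lay at 1.44, 0.59 and 0.42 within the slides. With no filter on dim probes they did not pass (adjusted p = 0.0621). Against untreated, Ly6c1 rose by 8.85 by the probe used here and by 0.77 by its other probe. In all, 2931 genes were called, 1365 higher and 1566 lower after Th1 supernatant, and 2880 with slide as a block, 2714 of them shared. Of the 33 lists, 15 passed as higher and 3 as lower, all 18 with the same sign within each slide, and 2 passed with an estimated correlation.

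Of the 3044 genes called in Th1 against untreated microglia, 2681 (88.1%) were also called in Th1 against Th17 in the same direction, 1303 higher and 1378 lower, and none in the opposite direction. Both comparisons use the same Th1 arrays, so part of this overlap is built in, and no simulated value was set beside it. The log2 fold changes of Th1 and of Th17 against untreated correlated across 19740 genes at r = 0.347 with a covariance of 0.0885. Unchanged groups simulated against the same untreated arrays gave r = 0.5 (0.466 to 0.526) and a covariance of 0.0366 (0.0331 to 0.0402). With the untreated arrays split so that the comparisons shared none, r was 0.149 (0.057 to 0.29) and the covariance 0.0487 (0.023 to 0.0848). Within the pairs of experiments 12, 13, 14 and 16, r was 0.066, 0.524, 0.235 and 0.275, and without Th17 13 it was 0.164. No gene was called in both comparisons with untreated, which follows from the 0 calls that limma made in Th17 against untreated (325 genes at an unadjusted p under 0.05), so this overlap tests nothing.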

Values the study reported

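For microglia exposed to Th1-derived effectors and set against medium controls, the study reported 2106 differentially expressed genes at a fold change of at least 2.0 and a false discovery rate of 0.01. Of these, 1121 were upregulated and 985 were downregulated.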

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

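In this part, the test of slide 2 was chosen after its result was seen. For each gene and list the text names, each group of 4 arrays was searched for 1 array whose gap to its nearest neighbour took up most of the group's range. Such an array was found in 37 of 550 groups, where chance gives about 1 in 20, or 28. Arrays of experiment 14 stood apart in 20 of them (10 untreated, 8 Th1, 2 Th17), Th1 16 in 5 and Th17 13 in 3. In 12 of the 37, the other 3 arrays lay at the floor. Values below are log2 signals, followed in parentheses by those of the other 3 arrays of the group.

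On untreated 14, the cytokine Il6 lay at 6.9 (3.91), the death ligand Tnfsf10 at 6.38 (3.91), Ly6a at 6.0 (3.91), Gbp4 at 5.45 (3.91), Serpina3f at 4.45 (3.91), the antiviral Oasl1 at 10.77 (6.93 to 7.5), the transcription factor Cebpb at 15.11 (14.03 to 14.18) and the actin-binding Cnn3 at 8.75 (5.63 to 6.14). The scores of the cytokine list and the astrocyte list on that array were 9.51 (8.42 to 8.61) and 8.95 (7.08 to 7.39). On Th1 14, Cxcl1 lay at 6.47 (3.91), Slco2b1 at 5.08 (3.91), the neurotrophic factor Gdnf at 5.86 (3.91 to 3.96), Cxcr4 at 8.23 (6.03 to 6.38), the death receptor Fas at 12.56 (11.17 to 11.35), Vwf at 11.97 (12.77 to 12.91), Gbp2 at 18.18 (18.24 to 18.25) and the glycolysis score at 15.87 (15.58 to 15.6). On Th17 14, Fas lay at 10.04 (8.5 to 8.64) and Csf2rb at 14.57 (14.08 to 14.12).

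On Th1 16, the cholesterol synthesis score lay at 10.56 (9.81 to 9.93), F13a1 at 4.76 (3.91), Tnfsf10 at 11.08 (12.63 to 12.76), Ccl2 at 18.14 (18.37 to 18.4) and H2-K1 at 18.02 (18.3 to 18.34). Ccr1 lay at 5.25 on untreated 16 (3.91 to 3.96) and at 4.76 on Th17 16 (3.91 to 3.94), and Fgf9 at 4.42 on Th17 16 (3.91). On Th17 13, Serpina3f lay at 7.78 (3.91), Timd4 at 5.71 (3.91) and the interferon receptor subunit Ifnar1 at 13.19 (13.56 to 13.64). On Th1 13, Dkk2 lay at 6.38 (3.91) and Ms4a7 at 15.54 (16.33 to 16.46), and Mctp1 lay at 10.6 on untreated 13 (10.2 to 10.25). In experiment 12, Postn lay at 10.08 on Th1 12 (9.54 to 9.6), the homeostatic score at 11.8 on Th1 12 (11.97 to 12.0) and Plbd1 at 3.91 on Th17 12 (5.93 to 6.26).

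Array Th17 13 lay toward the Th1 arrays, with the interferon-gamma list 1.73 above untreated 13. Th1 RNA mixed into the array would need about 1 share for all genes, but over 111 genes more than 64-fold higher on Th1 13 the 75th percentile of the share (3.05%) was 32.1 times the 25th (0.0949%), which argues against it. Against a brighter array or its normalisation, 0% of 10000 random lists of equal signal shifted as far as the type I interferon list (1.78, matched lists -0.13 to 0.1). As to slide 2, the interferon-gamma list differed by 0 between untreated 14 on that slide and Th17 14 on slide 3. This contrast sets 1 array against 1 array and changes slide together with treatment. It therefore cannot decide whether slide 2 accounts for the shift. Interferon in this 1 Th17 supernatant may account for the shift, which is a hypothesis that no measurement here tests.

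The interleukin-4 and STAT6 list and the GM-CSF and STAT5 list were higher in Th17 than in untreated arrays while limma called 0 genes (325 at an unadjusted p under 0.05, and 1019 with experiment as a block). Array Th17 13 alone is argued against, since without it both still passed, with 0.000195 the higher of the 2 adjusted p (medians 0.45 and 0.39). The 7 macrophage markers in neither list had a median of 0.33, 4 of them higher, against 0.44 for the interleukin-4 list. Their SE of 0.13 was taken over genes, not from the limma fit, so it measures no spread between cultures. More perivascular or meningeal macrophages in the Th17 cultures could account for both lists and stay open, although the study removed the meninges before culture. Of the brightest markers of these cells, Pf4 differed by 0.39 and Ms4a7 by -0.01. A response of microglia to cytokines in the Th17 supernatant also stays open and was not tested. Chance is not excluded for the number of passing lists. Of the 35 ways to split the 8 arrays into 2 groups of 4, 7 passed as many lists as the real 10. That count does not test these 2 lists by themselves.

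The 3 arrays of experiment 14 had more astrocyte marker signal, by a median of 1.65. Signal-dependent distortion of these arrays is argued against, as 0% of matched random lists shifted as far (-0.28 to 0.2). More cells of other types in experiment 14 cannot be told apart from other sources, since 3 of the 5 brightest astrocyte markers were higher on all 3 arrays (Ndrg2 by 4.62, Clu by 1.5, Fabp7 by 0.93) and 2 were not (Aldoc 0.05, Aldh1l1 -0.77), and those 2 were bright on all arrays. Markers of other cells differed by 1.11 (fibroblast and mural), 0.67 (neuron), 0.37 (oligodendrocyte lineage) and 0.06 (endothelial). The design gives no group that tests a biological explanation.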

How the results depend on the processing

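The settings with experiment 14 left out, without Th17 13 in the shared fit and with a replicate block and Th17 13 left out were added after the data were seen. Genes called in Th1 against untreated were 2001 and in Th1 against Th17 1922 with normexp background correction, against 3044 and 2931, and the cause was not tested. Under the other settings that count genes they lay between 2599 and 3405 and between 2467 and 3232, testing every probe called 3772 and 3636 probes, and with each array left out in turn between 2764 and 3232 and between 2631 and 3132. With the replicate block, which pairs equal numbers, 3405 and 3232 genes were called, and the block changed the calls of Ccl6, Cx3cl1 and the endothelial list given with the results and no other call of a named gene or list. In Th17 against untreated, limma called 0 genes under each setting, with 325 at an unadjusted p under 0.05, and 1019 with the replicate block. Gene lists passing were 17, 10 and 18 in Th1 against untreated, Th17 against untreated and Th1 against Th17, and 5, 3 and 2 with an estimated correlation, whose construction allows for correlated members. With each array left out in turn, they lay between 17 and 19, between 6 and 17 and between 17 and 19, and with the replicate block they were 18, 10 and 18. Under alternative settings, 6484 values for genes and lists kept their direction and side of the threshold. Of the others, 58 passed it, 203 no longer did, 158 moved otherwise and 0 reversed with a call. The 158 include values that changed direction without a call in either setting. The normexp setting used median rather than mean spot signals, which the files do not hold, and the filter on pixel variation was not run because the files lack its column. Between 54.54% and 65.04% of probes were above background per array, so a change is only a bound for a gene above background on no array of a group, and rests partly on the floor for a gene above it on some arrays.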

Other observations

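In this part, the tests of other splits of the arrays were chosen after the results were seen. In Th1 against untreated microglia, some genes of cell death, of NF-kappaB feedback and of glycolysis also rose. Of 19 apoptosis and pyroptosis genes, 11 rose and none fell, or 11 and 1 adjusted over the list alone, with the necroptosis effector Mlkl at 5.18 ± 0.36 and the death receptor Fas at 2.68 ± 0.58 (median 1.34, camera adjusted p = 1.33e-05, and adjusted p = 0.0302 with an estimated correlation). Of 17 NF-kappaB feedback genes and targets 9 rose, with the adaptor Traf1 at 2.4 ± 0.51 and the superoxide dismutase Sod2 at 2.33 ± 0.21 (median 1.06, adjusted p = 4.78e-06, and adjusted p = 0.165 with an estimated correlation). Of 19 glycolysis genes 6 rose, with the phosphofructokinase Pfkp at 2.91 ± 0.17 and the hexokinase Hk3 at 2.12 ± 0.27 (median 0.67, adjusted p = 8.36e-06, and adjusted p = 0.259 with an estimated correlation). Within slides 1, 2 and 3 the medians were 1.37, 1.4 and 1.27 for cell death, 1.23, 0.96 and 0.99 for NF-kappaB and 0.8, 0.63 and 0.25 for glycolysis. Fas was not called without untreated 12 (adjusted p = 0.0102), untreated 13 (0.0107) or Th1 14 (0.0101), and with no filter on dim probes neither Fas (0.0113) nor Traf1 (0.0103) was.

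Of 20 receptors for cytokines of the supernatants, 8 rose and 2 fell, or 9 and 2 adjusted over the list alone, with the interleukin-4 receptor Il4ra at 5.66 ± 0.31 (2.36 by its other probe) and the interferon receptor subunits Ifnar1 at -1.23 ± 0.31 and Ifngr1 at -1.09 ± 0.20 (median 0.64, adjusted p = 0.00274, and adjusted p = 0.147 with an estimated correlation). The list's median was 0.71, 0.66 and 0.73 within slides 1, 2 and 3. Pattern recognition receptors went both ways, 10 of 21 higher and 4 lower, with Nod1 at 3.9 ± 0.33 and the lectin Clec4d at -2.07 ± 0.33 (median 0.39, adjusted p = 0.065, 0.0305 without untreated 14 and 0.0417 with scaling in place of quantile normalisation). Growth factors did so too, 3 of 21 higher and 4 lower, or 3 and 5 adjusted over the list alone, with Fgf9 at 4.25 ± 0.21 (above background on 1 of 4 untreated arrays), Pdgfc at 4.13 ± 0.48, Fgf13 at -3.46 ± 0.20 and Gdnf at -3.19 ± 0.40 (1 of 4 Th1 arrays; median -0.11, adjusted p = 0.698). Of 19 genes of sterol uptake and efflux, 2 rose and 4 fell, with the cholesterol hydroxylase Ch25h at 3.9 ± 0.82, the exporter Abcg1 at 2.98 ± 0.28, Stard4 at -2.78 ± 0.46 (-1.61 by its other probe) and Lrp1 at -2.12 ± 0.33 (median -0.27, adjusted p = 0.663). The growth factor and sterol themes were chosen by the study on these samples and are not independent evidence. Of 15 heat shock and unfolded protein genes, 1 rose over all genes and 0 adjusted over the list alone, Trib3 at 2.1 ± 0.51, and 1 rose and 1 fell with experiment as a block (median -0.08, mean 0.07, adjusted p = 0.835 in the upward direction). Ifnar1 was not called without untreated 12 (adjusted p = 0.0147), Th1 12 (log2 change -0.83), untreated 13 (0.0219), Th1 13 (0.0137), untreated 14 (0.0167) or untreated 16 (0.0195), Ifngr1 not without untreated 14 (log2 change -0.99) or Th1 16 (-0.98), and Trib3 not without untreated 12 (adjusted p = 0.0149), Th1 12 (0.0186), untreated 13 (0.021) or Th1 14 (0.0199). Other processing ended the calls of Ifnar1 with scaling in place of quantile normalisation (adjusted p = 0.0191), a floor of 50 (0.0136), no filter (0.0236), only 8 arrays (0.0234) and the value table (0.0204), of Trib3 with a floor of 50 (0.0121), no filter (0.0213) and only 8 arrays (0.0109), of Ch25h with no filter (0.0101), and of Ifngr1 with that scaling and the value table (log2 change -0.82 in both).

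The 8 arrays of each comparison can be split into 2 groups of 4 in 35 ways. In Th1 against untreated, 1 of 35 splits, the real one, called as many genes as 3044, and the highest of the others called 1. Chance can be excluded over these 35 splits, which disregard the pairing of equal numbers. Among the 7 other splits that also part all 4 pairs, the highest called 0, and these exchange the groups within some pairs. They are too few for a count within pairs to exclude chance. In Th1 against Th17, 1 of 35 called as many as 2931, and the highest of the others called 0. Chance can again be excluded over the 35 splits, but not by the splits that part all 4 pairs, which are as few. In Th17 against untreated, the real split called 0 genes with limma (325 at an unadjusted p under 0.05, and 1019 with experiment as a block). Each of the 35 splits (35 of 35) reaches 0 by construction, so this count tests nothing. The highest of the others called 12, in a split that parts no pair and so sets experiments against each other.

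The number of passing lists is a weaker test, since a split that keeps 3 arrays of each group together still holds part of the difference between the groups. In Th1 against untreated, 5 of 35 splits passed as many lists as the real 17, the highest of the others being 22, or 17 among the 7 that part all 4 pairs, so the count over all splits does not exclude chance. The 4 others with as many all keep 3 arrays of each group together, and the 18 splits that mix the groups evenly passed 0 to 11 lists. In Th1 against Th17, 3 of 35 passed as many as the real 18, the highest being 21, also among those 7, so this count does not exclude chance either. The 2 others with as many again keep 3 arrays of each group together, and the 18 even splits passed 0 to 10. In Th17 against untreated, 7 of 35 passed as many as the real 10, the highest being 17, or 12 among those 7, and 2 of the others with as many mix the groups evenly (highest 15), so chance cannot be excluded there.

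In Th1 against untreated microglia, 1484 genes were higher and 1560 lower here, 1145 and 1259 of them with a symbol, and 2001 were called with normexp background correction. The counts over all genes are higher than those quoted from the study above, and the number with normexp background correction is lower. The study normalised these arrays together with its astrocyte arrays, which was not done here.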
